A study of Mus musculus with 6 samples. Its data were reported in "Divergent TIR signaling domains in TLR7 and TLR9 control opposing effects on systemic autoimmunity" (2025).

How the data were processed

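The series held 6 RNA-seq libraries of bead-purified splenic B cells from TLR9-deficient MRL/lpr mice, a strain that develops a lupus-like disease. Per the labels, cells of 3 mice aged 5 to 7 weeks were cultured for 4 h with the TLR7 agonist CL097 at 5 µg/ml or without a stimulus. Each condition had 3 libraries, numbered 1 to 3. Per the study's methods the mice were male. Red blood cells of the spleen were lysed with an ammonium chloride buffer. B cells were then enriched by negative selection: antibodies to CD43, CD4, CD8, CD11b, CD11c and Gr-1 marked other cells, which beads then removed. That mixture named no antibody to erythroid cells, so the lysis was the step that removes red blood cells. RNA libraries were made with a stranded poly(A) kit and read as pairs.

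The submitters' processing notes name FastQC 0.11.7, Trim Galore 0.6.5, STAR 2.6.1a, featureCounts from Subread 2.0.1 and limma, with the mouse build mm10. The authors counted reads per gene, applied voom with quantile normalization and deposited log2 CPM, read counts scaled by library size on a log2 scale, for 23420 gene symbols, 1 file per library. The gene annotation and the strand setting of the counting are not given in the sources used here. Without the strand setting, reads of a gene and of an overlapping antisense gene cannot be separated. Values of genes with near-identical copies, such as hemoglobin genes, Bcl2a1 genes, class I H2 genes and ribosomal proteins with many pseudogenes, depend on how shared reads were counted and are uncertain.

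The values themselves showed what the deposited log2 CPM hold. Raised to the power of 2, they summed to between 991008.5 and 999203.6 per library, as CPM of nearly all counted genes would. Between 10906 and 10997 genes per library lay at or above 1 CPM, and the top 10 genes took 5.16% to 5.38% of the sum. A floor of -5.05 was shared by 5485 genes that had one value in all 6 libraries. Read counts were not recovered, so the depth of each library is unknown, and no counting interval or detection floor is given. Because quantile normalization gives every library the same distribution of values, a change in total RNA per cell was not measured, and every change below is relative to the other genes of a library.

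A second property of the values was not described in the sources used here. Of 17935 genes that were not constant, 2655 to 3108 had exactly the same deposited value in the 2 libraries of one number, against 347 to 404 in pairs of libraries with different numbers. Genes at the floor were shifted, gene by gene, by an amount shared by the unstimulated and the CL097 library of a number, as an additive correction for the replicate number would do. The size of the shifts pointed to a correction over about 10 libraries per number (median 9.99 over 278 genes, 71.2% of them within 0.5 of it), more than are analysed here. Such a shift leaves the differences between equal numbers as they were, and so the log2 fold changes where both groups hold the same numbers. With 1 library left out the groups hold unequal numbers, and the shift enters the log2 fold change. The shift also alters differences between numbers and the spread within a group, so p-values from a fit without pairs depend on it.

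The planned count-based tests needed read counts and were not run, because the files hold log2 CPM. The fallback stated in advance was used instead. Genes with at least 0.5 CPM (log2 value of -1) in at least 3 libraries were kept, which left 11844. A linear model per gene was fitted in limma 3.58.1 (R 4.3.3) on the deposited log2 values, with the group as the only term and moderated variances with a mean-variance trend. No pseudocount was added. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the study. Levels are given as mean CPM ± SD over the 3 libraries of a group, and log2 fold changes (CL097 minus unstimulated) with their standard error (SE). Fold values are 2 to the power of the log2 fold change. All p-values are two-sided. Gene symbols follow the deposited files; 21737 of them had one match in GENCODE M21 (GRCm38, the assembly also called mm10), from which coordinates, counted from 1, and exon numbers were taken. Exon numbers count the distinct annotated exons of all transcripts of a gene.

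The labels say that cells of 3 mice were split over both conditions but do not say that a number marks a mouse. Deviations from the group means were correlated between libraries of the same number, across 11844 genes: 0.568 for number 1, 0.326 for number 2 and 0.458 for number 3. Genes are not independent replicates, and the effect of the shared shift described above on these correlations was not tested. All 3 were over the limit of 0.1 set in advance, so the numbers were taken to pair the libraries. The limit does not by itself separate numbers 2 and 3: unstimulated 2 with CL097 3 gave 0.209 and unstimulated 3 with CL097 2 gave 0.172, and the other 4 pairs of different numbers gave -0.485 to -0.347. The fit with the number as a block is an alternative; its value stands beside a result where it changed a call or moved a count by more than 1.5 times. If the numbers mark mice, p-values without pairs rest on the spread between mice as altered by the shared shift. Those with the block rest on the spread of the paired differences.

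The 36 gene lists were written before the data were examined, as were the thresholds, the tests and the rule for named genes. They cover activation and signalling, antigen presentation, B cell identity, metabolism, cell cycle, survival, B cell subsets and markers of other cell types. Of 793 list members, 788 were found in the files, 6 of them under an older symbol (for example Beta-s for a beta-globin gene and Emr1 for Adgre1) and 3 under a second symbol written with the list (Faim3, Igj and 5430427O19Rik). A pair of lists came from the study: one of 12 negative regulators, 9 of B cell activation and 3 of differentiation, chosen on a comparison that used the CL097 libraries of this series, and one of regulators tied to the TLR9 TIR domain, of which the study picked out Itgb3 and S1pr1 in part on the same comparison. For each list, members called higher and lower were counted, over all genes tested and adjusted over the list alone. The list test was the rank version of camera in limma, which sets the members against all other genes, with the correlation between members estimated for each list and Benjamini-Hochberg adjustment over the 36 lists. Alternatives were a preset correlation of 0.01, camera on moderated statistics, and fry, which tests whether the members of a list move, on balance, one way and does not compare them with other genes. Named genes were Tlr9 and Tlr7; the 8 called genes with the largest rise and the 8 with the largest fall, among genes with a mean of at least 10 CPM and no overlap between the groups; and up to 2 risen and up to 2 fallen called members of each list with a mean of at least 10 CPM, or its 2 members of highest mean where none was called. For lists of other cell types the 2 members of highest mean were named. A gene outside this rule is named only with a statement that it was chosen after its values were seen. Results for some genes picked by the rule are not reported here.

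Gene and list tests were tested on simulated data built on the same design. Of 50 genes changed by each size among 11844, the gene test recovered 38% at a log2 change of 0.75, 62% at 1, 78% at 2 and 98% at 4. It called 10 of 11644 unchanged genes, and no recovered gene had the wrong sign. Of 6 lists shifted by a log2 change of 1, the list test with an estimated correlation passed 5 and none of the 30 others. The preset correlation passed all 6 and 1 of the others, as did fry. These rates do not show the power of the tests on the real data, where 47.6% of tested genes were called. There the ribosome biogenesis list, with a median of 1.47 and an estimated correlation of 0.42, did not pass camera (adjusted p = 0.237). Other filters, thresholds, variance models and scalings, each library left out in turn, and number 1 left out of both groups were also run; the closing section gives their effect. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.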

Results

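Transcript levels were measured in splenic B cells of TLR9-deficient MRL/lpr mice after 4 h with CL097, an imidazoquinoline that activates TLR7, or without a stimulus. There were 3 unstimulated and 3 CL097 libraries. Each held quantile-normalized log2 CPM, and each had between 10906 and 10997 genes at or above 1 CPM. The depth of the libraries is unknown. The comparison asks which transcripts B cells with a wild-type TLR7 raise or lower when that receptor is engaged in the absence of TLR9.

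Transcripts of the receptors themselves were read first. Tlr9 (chromosome 9, 106222598 to 106226883, plus strand, 2 exons) was detected in every library, at 145 ± 12.0 CPM in unstimulated and 131 ± 17.1 CPM in CL097 libraries (SD, n = 3). The log2 fold change was -0.15 (SE 0.11, adjusted p = 0.288), with lower values in 2 of 3 pairs. All mice carried the TLR9 deficiency and no TLR9-sufficient library was analysed here. A value per gene does not show which exons were read, so the level checks neither the genotype nor the labels. Tlr7 (chromosome X, 167304929 to 167330558, minus strand), the receptor for the agonist, fell from 224 ± 41.7 to 147 ± 30.2 CPM, a log2 fold change of -0.61 (SE 0.18, adjusted p = 0.0180) with lower values in all 3 pairs. This call was lost without unstimulated replicate 3 or CL097 replicate 1, in fits that hold unequal numbers in the groups. The log2 fold change was -0.47 (adjusted p = 0.0591) without the former and -0.43 without the latter, short of the fold threshold. With the replicate number as a block Tlr7 was called lower (adjusted p = 0.00162). It also kept its call with number 1 left out of both conditions.

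After CL097 most tested cytokine genes (18 of 26), NF-kB pathway genes (18 of 24), ribosome biogenesis and MYC target genes (36 of 36) and anti-apoptotic genes (10 of 15) were higher. Most genes of B cell receptor signalling (17 of 27), naive B cell recirculation (20 of 26), B cell identity (16 of 23) and MHC class II presentation (10 of 17) were lower, as were 12 of 12 negative regulators of B cell activation or differentiation chosen by the study, in part on the CL097 libraries of this series. Of 34 interferon-stimulated genes 0 were called higher and 5 lower, against 2 higher and 16 lower with the replicate number as a block. None of these lists passed the list test with an estimated correlation (lowest adjusted p = 0.191). In all, 2837 genes were higher and 2799 were lower out of 11844 tested, so 47.6% of tested genes were called. More than 2-fold, 1533 genes were higher and 1627 lower; more than 8-fold, 84 were higher and 87 lower. The median log2 fold change of all tested genes was 0.002, and the median SE was 0.15.

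**Figure D1:**
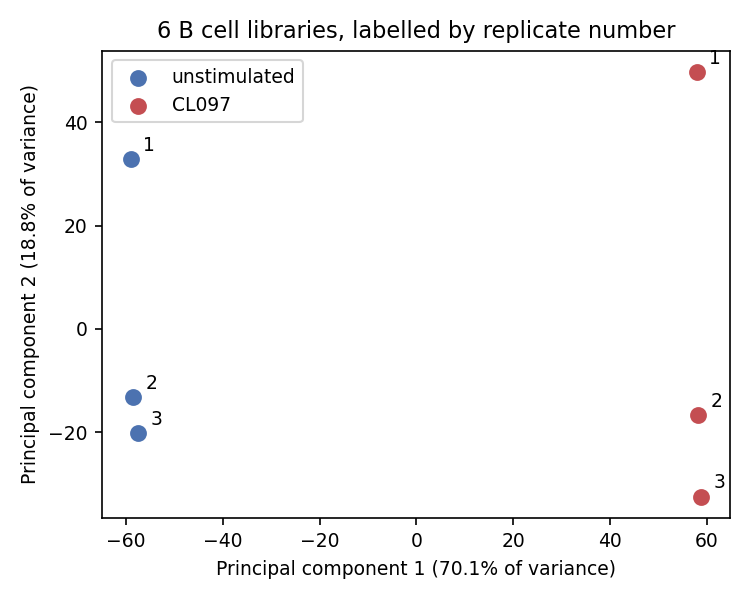
The first 2 principal components of the 6 libraries over 11844 tested genes, with the replicate number beside each point and unstimulated and CL097 libraries in different colours. The first component (70.1% of variance) separates the conditions, and the second (18.8%) sets number 1 apart from numbers 2 and 3 in both.

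Between libraries of the same condition the correlation of log2 CPM across genes was 0.957 to 0.990, and between conditions it was 0.894 to 0.916. Libraries of number 1 stood apart in both conditions. In number 1 the tested erythroid markers had a median 20.9-fold lower level than in numbers 2 and 3 (log2 difference -4.39), monocyte and macrophage markers 3.20-fold lower (-1.68), neutrophil markers 2.56-fold lower (-1.36) and interferon-stimulated genes 1.70-fold lower (-0.76). NK markers differed by -0.15 in unstimulated and -1.06 in CL097 libraries and T cell markers by 0.27 and -0.15, and cholesterol synthesis genes were higher in number 1 in both conditions (log2 difference 0.54 in unstimulated and 0.64 in CL097 libraries). All of these are differences of deposited values. The shift shared by the libraries of a number alters differences between numbers, so their size before that shift is unknown. With number 1 left out of both conditions, 2996 genes were higher and 2972 lower, and 2649 and 2667 of these were among the genes called with all libraries.

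Of the 8 largest rises among called genes with a mean of at least 10 CPM and no overlap between the groups, 7 are given here. Il12b (chromosome 11, 44400063 to 44414033, plus strand, 10 exons), the p40 subunit of IL-12 and IL-23, rose 117-fold from 1.04 ± 0.243 to 121 ± 20.4 CPM (log2 6.88, SE 0.22, adjusted p = 8.66e-07). Il6 (chromosome 5, 30013114 to 30019981) rose 57.6-fold to 76.1 ± 25.9 CPM, and Il10 (chromosome 1, 131019845 to 131024974), which encodes a regulatory cytokine, rose 30.2-fold to 50.7 ± 4.35 CPM. Socs3 (chromosome 11, 117966079 to 117970047), an inhibitor of cytokine receptor signalling, rose 38.1-fold to 371 ± 86.4 CPM. Batf (chromosome 12, 85686669 to 85709087), an AP-1 family factor needed for class switching, rose 29.3-fold to 301 ± 7.96 CPM. Il1b (chromosome 2, 129364570 to 129371139) rose 25.2-fold and Rhbdl3 (chromosome 11, 80300912 to 80355955), a rhomboid family gene, rose 33.1-fold.

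Among called genes that met the same conditions Cacna1i fell most (chromosome 15, 80287238 to 80398279, plus strand, 47 exons). This T-type calcium channel gene went from 39.7 ± 8.59 to 1.49 ± 0.695 CPM, which is 28.3-fold lower (log2 -4.82, SE 0.35, adjusted p = 1.19e-05). Hhex (chromosome 19, 37434810 to 37440731), a homeobox repressor expressed in B lineage cells, went from 92.0 ± 2.90 to 3.84 ± 0.437 CPM and was 24.0-fold lower. Mxd4 (chromosome 5, 34173883 to 34187720), a MAX partner that opposes MYC, was 21.2-fold lower. Xkrx (chromosome X, 134149043 to 134162076) was 21.8-fold lower, Rdh12 (chromosome 12, 79208914 to 79222665), a retinol dehydrogenase gene, 18.5-fold lower, and Zfp831 (chromosome 2, 174643534 to 174710832) 17.4-fold lower. Scml4 (chromosome 10, 42860370 to 42960780), a Polycomb-related gene, was 15.8-fold lower, and Ankrd37 (chromosome 8, 45996902 to 46005707) fell by 3.91 on the log2 scale (SE 0.48).

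**Figure D2:**
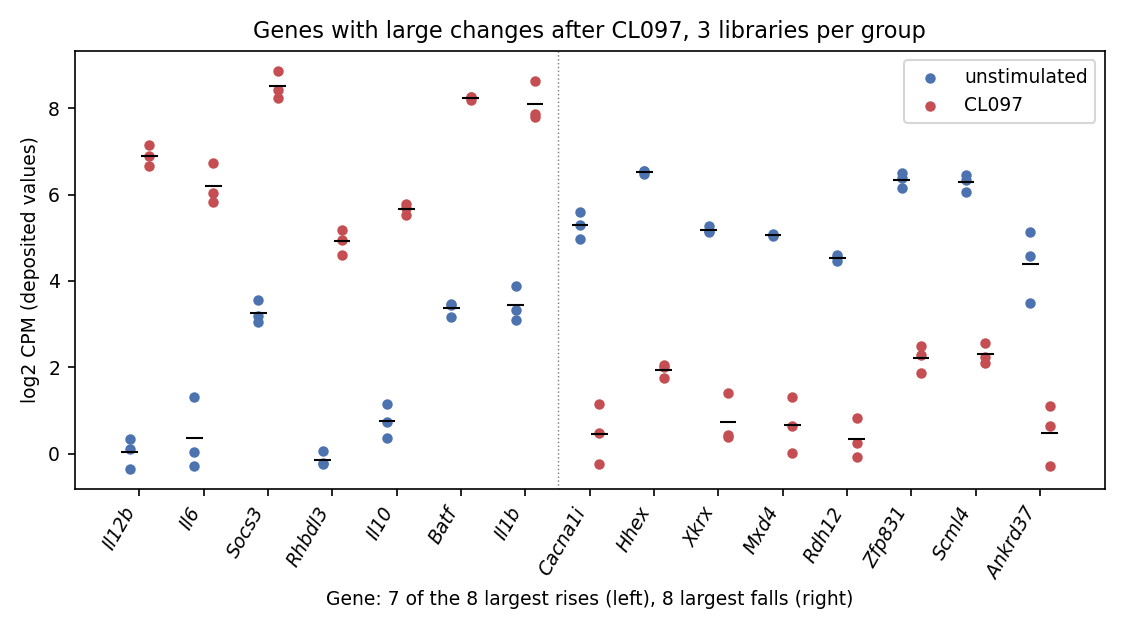
Deposited log2 CPM of 7 of the 8 genes with the largest rises (left) and the 8 with the largest falls (right) in each of 3 unstimulated and 3 CL097 libraries, with a bar at each group mean. For each of these genes all 3 CL097 libraries lie on one side of all 3 unstimulated libraries, as the rule for naming them required.

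Of the NF-kB pathway genes that NF-kB itself induces, 18 rose, 1 fell and 5 were not called (median log2 fold change 0.99, adjusted p = 0.191 with an estimated correlation). Nfkbiz, which encodes the nuclear inhibitor protein that permits Il6 transcription, rose from 70.7 ± 12.7 to 1646 ± 139 CPM (log2 4.55, SE 0.14). Traf1 rose by log2 2.53 (SE 0.16), while Cyld, a deubiquitinase that restrains the pathway, fell by 1.48 on the log2 scale (SE 0.08). Of 20 immediate-early and AP-1 factors, 8 rose and 5 fell, with a median of 0.40 (adjusted p = 0.626 with an estimated correlation). In this list Batf rose as above and Jun rose from 88.0 to 817 CPM (log2 3.26, SE 0.21), whereas Nr4a2 (log2 -1.82, SE 0.16) and Egr3 (log2 -1.40, SE 0.13), genes that antigen receptor signals induce early, fell. The list median was 0.23 without unstimulated replicate 1 and 0.62 without unstimulated replicate 3.

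Among 26 tested cytokine and chemokine genes 18 rose, 5 fell and 3 were not called (median 1.86, adjusted p = 0.230 with an estimated correlation). Il12b and Il6 led the rises. The falls were led by Ltb, which encodes lymphotoxin beta, from 315 ± 18.1 to 43.7 ± 10.5 CPM (log2 -2.87, SE 0.16), and Il16, from 452 ± 4.33 to 70.6 ± 9.69 CPM (log2 -2.69, SE 0.10). Of 23 surface activation and costimulation genes 14 rose and 4 fell (median 1.19, adjusted p = 0.229 with an estimated correlation). Slamf1 rose 12.0-fold from 11.5 ± 0.372 CPM, and Il2ra, the alpha chain of the IL-2 receptor, rose 9.34-fold to 800 ± 48.7 CPM. Siglecg, an inhibitory receptor of B cells, was 5.07-fold lower and Il10ra 3.60-fold lower. Feedback inhibitors of TLR, cytokine and MAP kinase signalling went both ways: 11 of 28 rose and 8 fell, with a median of 0.13 (adjusted p = 0.827 with an estimated correlation); fry, unlike the median and the mean, gave them a downward direction (adjusted p = 0.182). Their median ran from 0.05 without CL097 replicate 3 to 0.20 without unstimulated replicate 3. Beside Socs3, Dusp10 rose 4.69-fold. Sigirr, an inhibitory member of the IL-1 receptor family, was 5.04-fold lower and Dusp6, a phosphatase of ERK kinases, 4.63-fold lower.

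MHC class II presentation genes mostly fell, with 10 of 17 lower, 1 higher and 6 not called (median -0.94, adjusted p = 0.237 with an estimated correlation). H2-DMb2 and H2-DMa, which encode chains of the peptide-loading chaperone, went from 246 ± 42.8 to 41.7 ± 3.74 CPM (log2 -2.55, SE 0.14) and from 178 ± 27.1 to 38.4 ± 0.906 CPM (log2 -2.20, SE 0.11). Lgmn, an endosomal protease, was the exception and rose by log2 0.60 (SE 0.12); a second member was called higher without any one of unstimulated replicates 2 and 3 and CL097 replicates 1 and 3, and in all other scalings but cyclic loess. Of 21 class I presentation and immunoproteasome genes 2 rose, 5 fell and 14 were not called (median -0.31, adjusted p = 0.555 with an estimated correlation); with cyclic loess 8 were lower. Psme2 and Erap1 rose by log2 0.84 (SE 0.08) and 0.72 (SE 0.08), and Psmb10 and H2-T23 fell by 1.23 (SE 0.09) and 0.80 (SE 0.08) on the log2 scale; the reads of H2-T23 are uncertain because class I genes resemble each other. Of 33 TLR pathway genes, which include surface receptors beside the endosomal ones, 14 fell and 2 rose (median -0.52, adjusted p = 0.237 with an estimated correlation). Tlr4, a surface receptor, was 8.62-fold lower, and Cd180, a TLR-like surface receptor of B cells, was 4.53-fold lower, at 34.9 ± 2.12 CPM after CL097. Irf8 rose from 486 ± 25.8 to 758 ± 27.9 CPM, and Lgmn counts in this list as well.

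Type I interferon-stimulated genes had a median log2 fold change of -0.55, with 0 of 34 tested members higher, 5 lower and 29 not called; 3 were lower adjusted over the list alone (adjusted p = 0.827 with an estimated correlation). Ly6a went from 399 ± 54.0 to 185 ± 17.3 CPM (log2 -1.10, SE 0.11). This list was lower in number 1 in both conditions, by a median log2 difference of -0.67 in unstimulated and -0.88 in CL097 libraries. The shift shared by the libraries of a number would enter both conditions alike, so these values are not independent of each other. The count of lower members moved with the libraries used. It was 12 without unstimulated replicate 1 and 10 with number 1 left out of both conditions (1 higher). It was 3 without unstimulated replicate 3, without the variance trend or with the robust variance model. With the replicate number as a block, 16 members were lower and 2 higher. Without unstimulated replicate 3, or without CL097 replicate 1, 3 members were called higher, and the list median was -0.27 and -0.24.

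Of 27 B cell receptor signalling components 17 fell, 1 rose and 9 were not called (median -0.76, adjusted p = 0.229 with an estimated correlation). Bank1, a B cell scaffold protein gene, went from 424 ± 18.5 to 92.2 ± 11.8 CPM (log2 -2.21, SE 0.10), and Dapp1, an adaptor downstream of PI3 kinase, was 4.36-fold lower. Cd81, a tetraspanin gene, rose 2.38-fold. Of 26 quiescence and recirculation genes 20 fell and 3 rose (median -1.70, adjusted p = 0.237 with an estimated correlation). The homing integrin gene Itgb7 went from 53.5 ± 8.46 to 4.22 ± 0.415 CPM and was 12.6-fold lower, and S1pr4 was 12.4-fold lower. Gpr183, which guides activated B cells to the outer follicle, rose 1.72-fold and Cxcr5 rose 1.54-fold. Of 23 B cell identity transcription factors 16 fell and 3 rose (median -0.92, adjusted p = 0.289 with an estimated correlation). Ets1, which restrains plasma cell formation, went from 1873 ± 123 to 287 ± 35.7 CPM (log2 -2.71, SE 0.10) and Id3 was 7.85-fold lower, while Pou2f2 rose 2.57-fold and Bcl6 1.62-fold.

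All 12 negative regulators named in the study, 9 of B cell activation and 3 of differentiation, fell, with a median log2 fold change of -2.56 (adjusted p = 0.229 with an estimated correlation). They were chosen in part on the CL097 libraries of this series, so their count, over all genes and adjusted over the list alone, is not independent evidence of a direction. Tbc1d10c, an inhibitor of calcineurin and Ras signals, was 11.3-fold lower (log2 -3.50, SE 0.16), and Lax1, an adaptor that dampens antigen receptor signals, was 10.2-fold lower. Of 11 regulators that the study tied to the TLR9 TIR domain 6 rose, 3 fell and 2 were not called (median 0.81, adjusted p = 0.827 with an estimated correlation). Socs3 rose as above and Pdlim1 rose 2.93-fold, from 6.99 ± 1.20 to 20.3 ± 1.57 CPM. Itgb3 was 5.38-fold lower and S1pr1, the receptor for egress from lymphoid tissue, went from 435 ± 32.4 to 87.8 ± 11.5 CPM, 4.97-fold lower. The study picked out these 2 genes in part on a comparison that used the same CL097 libraries, so their falls are not independent evidence of a direction.

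Of 17 tested plasmablast genes 2 rose, 6 fell and 9 were not called (median -0.14, adjusted p = 0.806 with an estimated correlation); the median was -0.22 without unstimulated replicate 3 and -0.09 without unstimulated replicate 2 or CL097 replicate 2. Slamf7 and Irf4 rose 4.62-fold and 3.39-fold, Irf4 from 608 ± 30.5 CPM, but Sdc1, which encodes the plasma cell marker CD138, was 6.63-fold lower and Mzb1 3.76-fold lower. Among 19 class switching and germinal centre genes 9 rose and 3 fell (median 0.07, mean 0.48, adjusted p = 0.827 with an estimated correlation). Batf was joined by Nfil3, a factor in class switching to IgE, which rose 9.25-fold; the DNA repair gene Neil1 was 3.57-fold lower. Under the replicate block 6 members of this list were lower. Its median was -0.12 without unstimulated replicate 2, -0.04 without CL097 replicate 1 and -0.13 with number 1 left out of both conditions, and it reached 0.34 without unstimulated replicate 3.

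Markers of B cell subsets went both ways. Of 12 marginal zone markers 3 rose and 7 fell (median -0.90, adjusted p = 0.555 with an estimated correlation). Plxnd1 and Fcrl5 rose 5.59-fold and 5.43-fold, whereas Cr2, the complement receptor that marks these cells, was 2.62-fold lower and Dtx1 1.97-fold lower. Of 9 follicular markers 6 fell and 1, Cxcr5, rose (median -1.85, adjusted p = 0.555 with an estimated correlation). Itgb7 and Ccr6 led the falls, Ccr6 from 240 ± 70.9 to 42.4 ± 3.06 CPM. A second follicular marker was called higher without unstimulated replicate 2, CL097 replicate 1 or CL097 replicate 3. Of 12 age-associated B cell markers 3 rose and 3 fell, with a median of 0.05 and a mean of -0.06 (adjusted p = 0.827 with an estimated correlation). Fcrl5 and Zbtb32 rose, the latter 3.96-fold, and Apoe and Ahnak were 2.87-fold and 2.27-fold lower. The median of this list was -0.19 without unstimulated replicate 1 or CL097 replicate 3, -0.01 without CL097 replicate 2, -0.07 with number 1 left out of both conditions and 0.24 without unstimulated replicate 3. In fry the marginal zone and follicular lists passed downward (adjusted p = 0.00112 and 2.53e-04) and the age-associated list upward (adjusted p = 0.0204), against the sign of its mean.

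**Figure D3:**
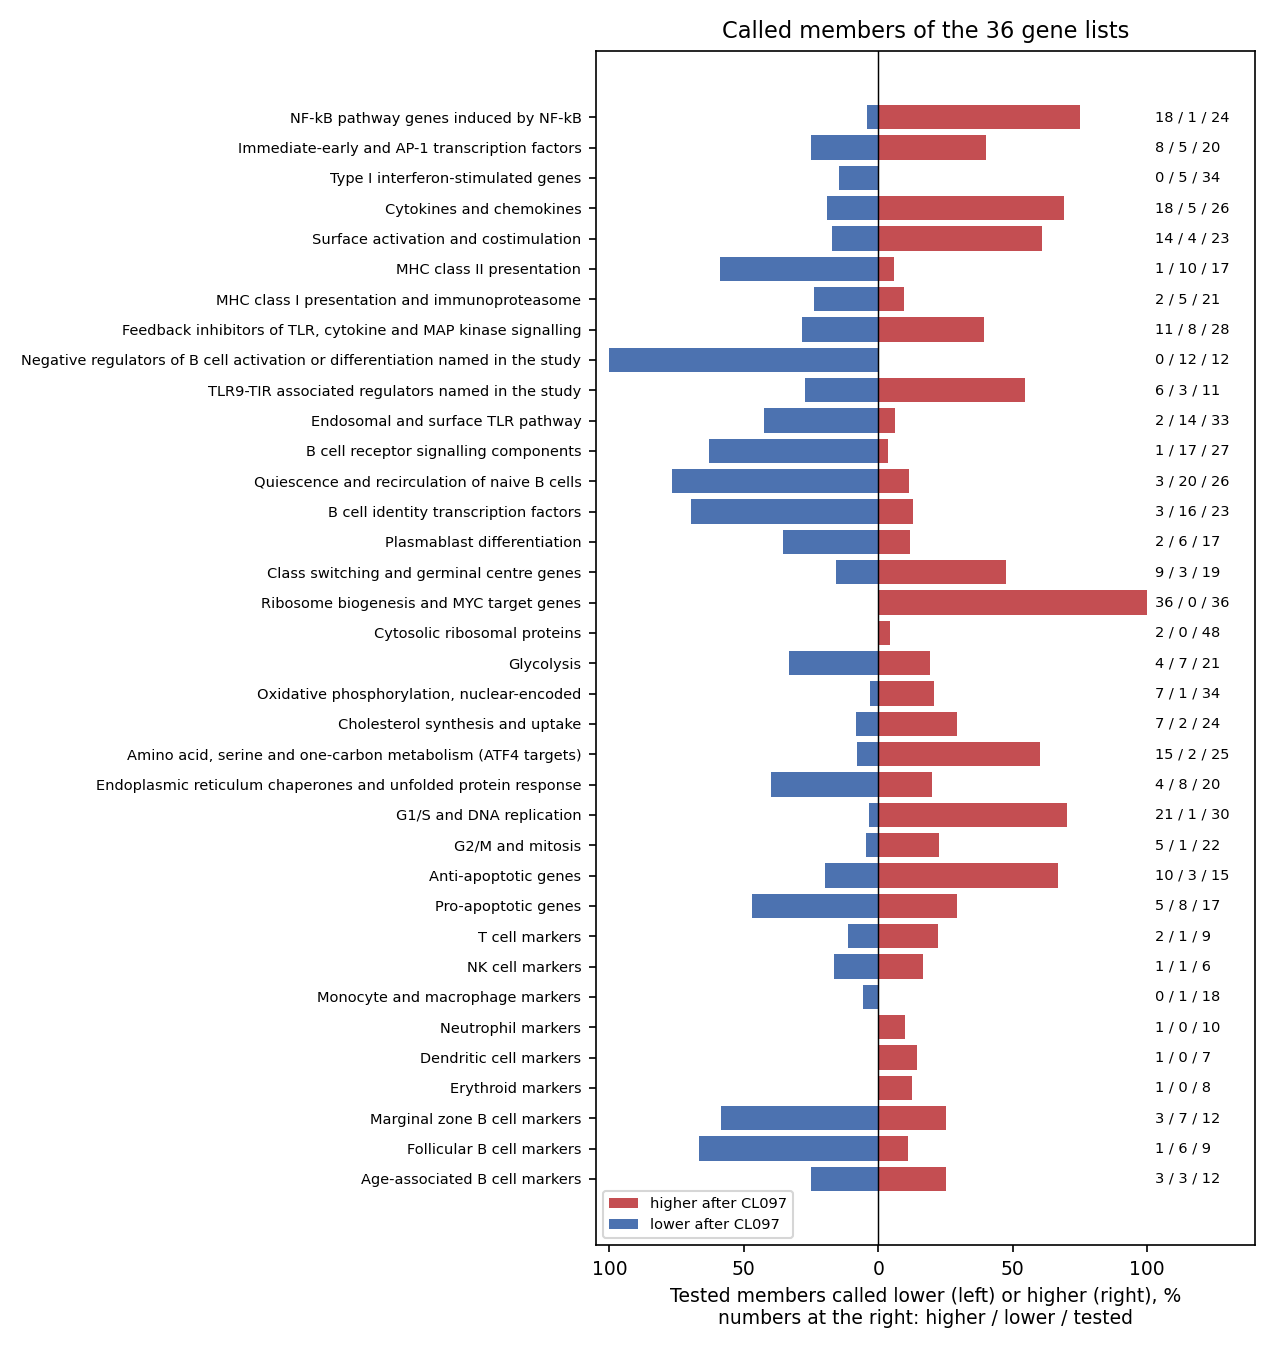
Share of the tested members of each of 36 gene lists called lower (bars to the left) or higher (bars to the right) after CL097, in percent, with the counts higher, lower and tested at the right. All 36 ribosome biogenesis and MYC target genes are higher and all 12 negative regulators named in the study are lower.

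All 36 ribosome biogenesis and MYC target genes rose, with a median log2 fold change of 1.47 (2.77-fold; adjusted p = 0.237 with an estimated correlation). Myc itself (chromosome 15, 61985391 to 61990374) rose 6.67-fold to 1620 ± 120 CPM (log2 2.74, SE 0.09, adjusted p = 8.66e-07), and Srm, the spermidine synthase gene, rose 5.72-fold. Cytosolic ribosomal protein genes themselves were mostly not called: 2 of 48 were called higher, 1 of them adjusted over the list alone, and 46 were not called (median -0.07, adjusted p = 0.827 with an estimated correlation). The 2 genes, Rpl30 and Rpl34, were singled out after their values were seen; they lay at 2.00 and 1.93 CPM in unstimulated cells, far below Rpl4 (3576 CPM) and Rpl7 (2082 CPM), and ribosomal proteins share reads with pseudogenes. Rpl4 (log2 -0.06, SE 0.09) and Rpl7 (log2 0.01, SE 0.08) were not called. Without unstimulated replicate 2, 1 ribosomal protein gene was higher and 2 were lower; without CL097 replicate 1 or 3, 1 was lower. With cyclic loess 2 were lower, and with number 1 left out of both conditions 1 was higher; the list median ran from -0.14 with cyclic loess to 0.0016 without unstimulated replicate 1.

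Of 21 glycolysis genes 4 rose and 7 fell (median -0.37, adjusted p = 0.827 with an estimated correlation). Hk2 and the lactate transporter gene Slc16a1 rose 7.24-fold and 3.78-fold, while Hk1 was 2.39-fold and Pdk1 2.06-fold lower. The list median was -0.12 without unstimulated replicate 1. With number 1 left out of both conditions 4 glycolysis genes were lower; in unstimulated cells the list was higher in number 1 by a median log2 of 0.64. Of 34 nuclear-encoded oxidative phosphorylation genes 7 rose, 1 fell and 26 were not called (median 0.16, adjusted p = 0.827 with an estimated correlation). Cycs, which encodes cytochrome c, rose 2.64-fold and Ndufab1 2.38-fold, and Sdha was 1.55-fold lower. Of 24 cholesterol synthesis and uptake genes 7 rose and 2 fell, 4 and 2 adjusted over the list alone (median 0.35, adjusted p = 0.827 with an estimated correlation). Idi1 rose 2.24-fold and Fdft1 1.83-fold, and Dhcr7 and Ebp, enzymes of late steps, were 1.79-fold and 1.72-fold lower. The count of 7 became 11 without unstimulated replicate 1, 3 without unstimulated replicate 2 or 3 or the variance trend, and 4 without CL097 replicate 1 or with the robust variance model. The list median was 0.53 without unstimulated replicate 1, 0.20 without unstimulated replicate 2 and 0.13 without CL097 replicate 1.

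Genes of the amino acid, serine and one-carbon metabolism list, written as ATF4 targets, mostly rose, 15 of 25, with 2 lower (median 0.87, adjusted p = 0.555 with an estimated correlation). Control of these genes by ATF4 was not tested. Shmt1, a one-carbon enzyme, rose 4.04-fold and the amino acid transporter gene Slc7a5 rose from 171 ± 15.8 to 545 ± 46.2 CPM. Ddit4, an inhibitor of mTORC1, was 4.45-fold lower, and Slc38a1 fell by 0.51 on the log2 scale (SE 0.07), so close to the threshold that it was not called without unstimulated replicate 1 or 3 (-0.50 and -0.49) or without CL097 replicate 2 or 3 (-0.46 and -0.50), nor with quantile normalization repeated over the 6 libraries or median centring (-0.50 in both). Of 20 endoplasmic reticulum chaperone and unfolded protein response genes 4 rose and 8 fell (median -0.22, adjusted p = 0.827 with an estimated correlation). Dnajb9 and Sdf2l1 rose 1.98-fold and 1.87-fold, and Ero1lb and Syvn1 were 3.82-fold and 2.55-fold lower.

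Of 30 G1/S and DNA replication genes 21 rose, 1 fell and 8 were not called (median 0.89, adjusted p = 0.662 with an estimated correlation). Cdc6, which loads the replicative helicase, rose 6.37-fold from 7.08 ± 0.784 to 57.6 ± 41.4 CPM, a mean with a wide spread, and Tyms, the thymidylate synthase gene, rose 4.94-fold. Pold1 fell by 0.56 on the log2 scale (SE 0.13) and was not called without unstimulated replicate 1 (-0.48) or CL097 replicate 3 (-0.47). G2/M and mitosis genes depended on the library. With all libraries 5 of 22 rose and 1 fell, 1 and 1 adjusted over the list alone (median 0.54, adjusted p = 0.827 with an estimated correlation). Cdk1 rose 2.30-fold, Birc5 rose 2.16-fold and Cenpa was 2.67-fold lower. The list median went from log2 5.10 to 4.61 in number 1, but from 4.63 to 5.43 in number 2 and from 4.71 to 5.66 in number 3. With number 1 left out of both conditions 17 members were higher, and 13 were higher without CL097 replicate 1 and 8 without unstimulated replicate 1. Only 1 was higher without unstimulated replicate 2 or 3 or CL097 replicate 3, and 2 without CL097 replicate 2; Birc5 lost its call in each of these (log2 1.08, 0.92, 0.79 and 1.05). Without the variance trend 2 were higher, and 3 with the robust variance model. The median log2 fold change was 1.05 with number 1 left out of both conditions, 0.85 without CL097 replicate 1 and 0.24 without CL097 replicate 3.

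Of 15 anti-apoptotic genes 10 rose and 3 fell (median 1.74, adjusted p = 0.230 with an estimated correlation). Bcl2l1, which encodes BCL-XL, rose 7.91-fold from 45.5 ± 15.5 to 346 ± 40.6 CPM, and Traf1 rose 5.78-fold. Mcl1, required for B cell survival, went from 1088 ± 115 to 489 ± 19.3 CPM, 2.22-fold lower, and Xiap fell by 0.61 on the log2 scale (SE 0.11), a fall of 0.50 without unstimulated replicate 3 that was not called. Of 17 pro-apoptotic genes 5 rose and 8 fell, 5 and 9 adjusted over the list alone (median -0.53, adjusted p = 0.681 with an estimated correlation); the median was -0.14 without a filter on low values. Casp9 and the BH3-only gene Bmf were 7.80-fold and 6.56-fold lower. Bbc3, which encodes PUMA, rose 2.71-fold and Bax rose 1.49-fold.

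Markers of other lymphoid cells had low levels, with list medians per library of log2 -0.14 to 0.88 for T cells and -0.23 to 0.78 for NK cells. Of 9 tested T cell markers 2 rose and 1 fell (adjusted p = 0.827 with an estimated correlation), while Lck (52.5 to 59.8 CPM, log2 0.14, SE 0.28) and Cd28 (3.24 to 3.48 CPM) were not called; 0 were lower without unstimulated replicate 1 or 2 or CL097 replicate 2, and 1 was higher without the last. Without a filter on low values 2 of 18 T cell markers were lower, and with a stricter filter 1 of 6 was higher. Of 6 NK markers 1, Gzmb, rose 3.70-fold to 6.09 ± 1.73 CPM and 1 fell (adjusted p = 0.827 with an estimated correlation); Prf1 (log2 -0.86, SE 0.40) was lower under the replicate block (adjusted p = 0.0185), where 2 members were lower; the count was also 2 without CL097 replicate 1 or 3 and with number 1 left out of both conditions, and Prf1 was not among them without CL097 replicate 3. Of 7 dendritic cell markers Zbtb46 alone rose, 5.81-fold to 47.7 ± 9.23 CPM, and Flt3 was not called (log2 0.44, SE 0.27); the block called 2 higher and 1 lower (adjusted p = 0.827 for the list with an estimated correlation). Flt3 was called higher without unstimulated replicate 1 (log2 0.74). Of this list 2 were higher without unstimulated replicate 1 or CL097 replicate 1, 3 with number 1 left out of both conditions, and 1 was lower without CL097 replicate 3, with a pseudocount of 1 CPM or with the robust variance model.

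Monocyte and macrophage markers had a median log2 fold change of -0.27, with 1 of 18 lower and 17 not called (adjusted p = 0.827 with an estimated correlation). Hmox1 (334 to 109 CPM, log2 -1.62, SE 0.63) and Vcam1 (98.4 to 66.6 CPM, log2 -0.56, SE 0.65) were not called without pairing, and were lower under the replicate block (adjusted p = 2.08e-06 and 3.69e-04), as 8 members were. The count was 7 with number 1 left out of both conditions, 6 without unstimulated replicate 1 and 3 without CL097 replicate 3, and the median was 0.06 without unstimulated replicate 3, 0.19 without CL097 replicate 1, -0.84 without unstimulated replicate 1 and -0.81 without CL097 replicate 3. Hmox1 was called without unstimulated replicate 1 (-2.19) or CL097 replicate 3 (-2.15). Of 10 neutrophil markers 1 rose and 9 were not called (median -0.46, adjusted p = 0.915 with an estimated correlation); the block called 2 higher and 5 lower, among them Mpo (log2 -0.77, adjusted p = 0.00120) and Elane (log2 -0.68, adjusted p = 0.0197). Without CL097 replicate 1, 2 neutrophil markers were higher, and without unstimulated replicate 1 or CL097 replicate 3, 1 was lower; with number 1 left out of both conditions 2 were higher and 2 lower. The neutrophil median ran from -0.95 without unstimulated replicate 1 to -0.16 without CL097 replicate 1. Of 8 erythroid markers 1 rose over all genes and 0 adjusted over the list alone (limma; median 1.24, adjusted p = 0.827 with an estimated correlation), against 6 higher under the block and 6 with number 1 left out of both conditions. Beta-s, a beta-globin gene, averaged 2601 ± 2186 CPM in unstimulated and 2991 ± 2646 CPM in CL097 libraries (log2 0.08, SE 1.54), and Slc4a1 went from 245 ± 206 to 664 ± 644 CPM (log2 1.32, SE 1.76), which the block called higher (adjusted p = 9.54e-05). Without CL097 replicate 1, 4 erythroid markers were higher, and 0 were higher without unstimulated replicate 1 or 3 or CL097 replicate 2 or 3, without the variance trend or with the robust variance model. The erythroid median turned to -0.15 without unstimulated replicate 1 and was 1.89 and 1.88 without unstimulated replicate 2 or 3, 2.65 without CL097 replicate 1, 0.65 without CL097 replicate 2 and 0.24 without CL097 replicate 3.

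**Figure D4:**
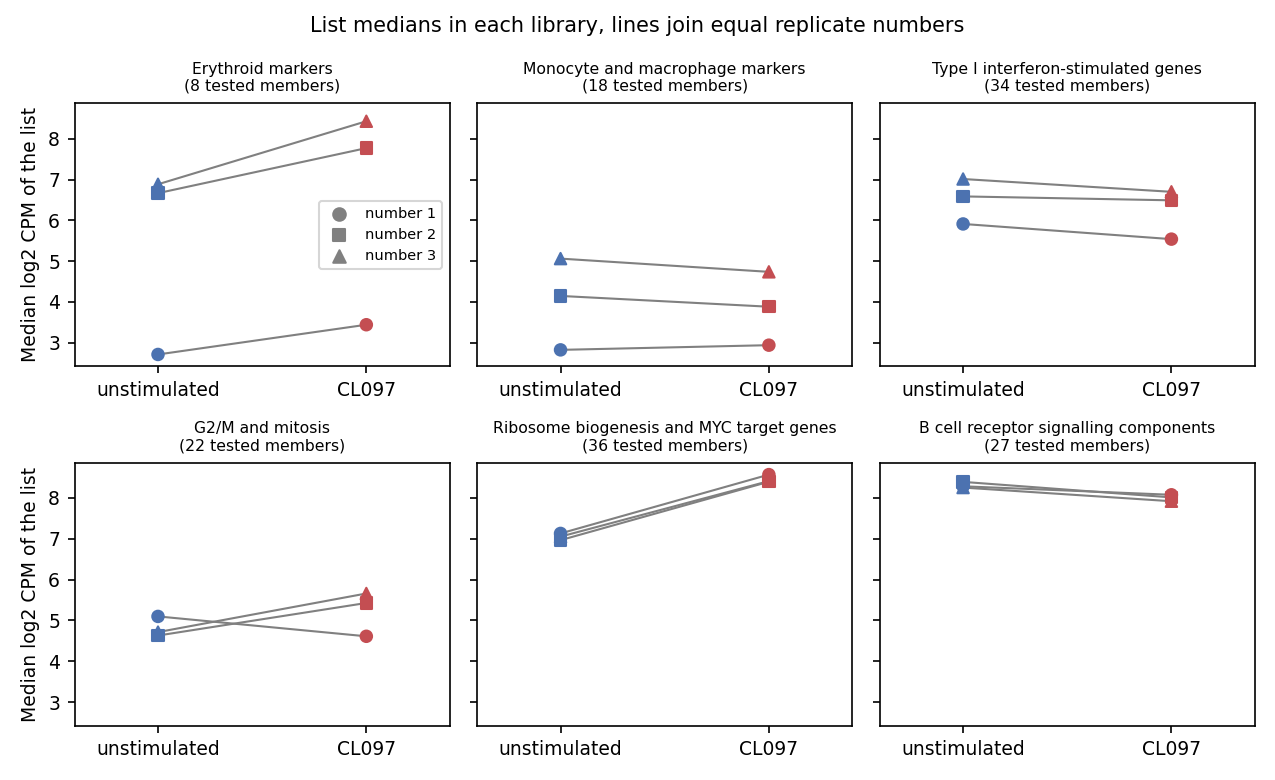
Median log2 CPM of 6 gene lists in each library, unstimulated at the left and CL097 at the right of each panel, with lines joining libraries of equal number. Erythroid, monocyte and interferon list medians are lowest in number 1 in both conditions, the G2/M median is lower after CL097 in number 1 alone, and ribosome biogenesis and B cell receptor medians of the 3 numbers lie close together.

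The list test set each list against all other genes. With the correlation between members estimated from the 6 libraries, 0 of 36 lists passed in limma's camera on ranks; 7 had an unadjusted p under 0.05, and the lowest adjusted p was 0.191. With a preset correlation of 0.01, 13 passed. The 7 higher were the NF-kB, cytokine, surface activation, ribosome biogenesis, ATF4, G1/S and anti-apoptotic lists, and the 6 lower were the MHC class II, negative regulator, TLR pathway, B cell receptor, quiescence and B cell identity lists. None of these held in camera with an estimated correlation. A rank test with an estimated correlation but unlimited degrees of freedom, chosen after seeing the data, passed 10 of these 13. Of them 5 were higher and 5 lower, and the ATF4, G1/S and B cell identity lists did not pass. The loss in camera thus depends on its degrees of freedom as well as on the correlation. Camera on moderated statistics passed 0 and fry passed 23, of which 11 were up and 12 down. The counts of called members adjusted over the list alone were the same as those over all genes in 30 lists; the other 6 are given above.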

Values the study reported

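The study reported that CL097 raised and lowered around 3,000 genes in each direction in B cells with the wild-type TLR7, and similar numbers in B cells with a TLR7 that carries the TIR domain of TLR9. After stimulation it found 312 genes that differed between these genotypes. It gave a B cell purity of 91% after bead depletion.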

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

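Other scalings, the pseudocount, the variance models, number 1 left out of both conditions and unlimited degrees of freedom were chosen as alternatives after seeing the data; the rest were planned. No gene called with all libraries was called in the opposite direction under any alternative. Counts of genes moved by more than 1.5 times only with a log2 fold change over 1 (1533 higher, 1627 lower) and in a test against a log2 fold change of 0.5 (1698 and 1689), both stricter by construction. Leaving out 1 library gave 2656 to 2872 higher and 2536 to 2917 lower, other scalings 2745 to 2862 and 2779 to 2908, no filter 2958 and 2915, and the replicate block 3064 and 3057, which held 2837 and 2798 of the genes called without it. Beside the genes and lists for which the report gives a blocked value, the block changed the call of no named gene and moved no list count by more than 1.5 times. Across scalings the median of all tested genes lay between -0.03 and 0.01, and the share of called genes that were higher lay between 48.6% and 51.2% over alternatives with the same thresholds. Lists passing were 13 with a preset correlation, 23 with fry and 10 with unlimited degrees of freedom, against 0 in the other settings. Of 124 genes picked by the naming rule 111 were called, and 106 of these in each of 17 settings; Tlr7, Slc38a1, Pold1, Birc5 and Xiap were not. The sign of 8 genes changed, none of them called without pairing. Tlr9 was at 0.011 with number 1 left out of both conditions and Rpl7 at -0.070 with cyclic loess. With 1 library left out, Rpl4 ranged from -0.11 to 0.020, Rpl7 from -0.031 to 0.068, Lck from -0.18 to 0.33, Cd28 from -0.26 to 0.39, Vcam1 from -1.12 to 0.0080, Beta-s from -1.38 to 1.66 and Slc4a1 from -0.40 to 3.08; the cause was not tested. The count-based fits with other size factors, voom with other normalizations and the study's own voom fit were not run, because they need read counts. Without the depth, the precision of genes near the floor is unknown.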

Other observations

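The tests of the interferon list against monocyte markers, those with libraries left out and those on number 1 were chosen after the result was seen. Genes in this paragraph and the next were also chosen after their values were seen. Further B cell genes changed strongly. The chemokine genes Ccl3 and Ccl4 rose from 19.3 to 478 CPM (log2 4.64, SE 0.15) and from 29.1 to 470 CPM (log2 4.02, SE 0.11). Slc7a3, a transporter of cationic amino acids, rose by log2 4.64 (SE 0.30), Tnfsf15, a TNF family cytokine, by 4.08 (SE 0.19) and Ifnlr1, a chain of the receptor for type III interferon, by 3.81 (SE 0.21). In the other direction, the antigen receptor chains Cd79a and Cd79b went from 1880 to 452 CPM (log2 -2.06, SE 0.10) and from 1801 to 429 CPM (log2 -2.09, SE 0.14). March1, a ligase that removes MHC class II from the surface, was lower by log2 -3.73 (SE 0.12), Cpt1a, the entry enzyme of mitochondrial fatty acid oxidation, by -3.63 (SE 0.19), and Txnip, which restrains glucose uptake, by -3.11 (SE 0.08).

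Several genes used as markers of other cells were called without pairing while most of their lists were not. Lcn2 rose by log2 3.86 (SE 0.62) to 4.28 CPM and was the 1 neutrophil marker called. The T cell genes Cd8a and Cd8b1 rose by 3.20 (SE 0.92) and 2.71 (SE 0.55), but only to 1.74 and 0.911 CPM, and Cd5, which some B cells also express, was at -1.47 (SE 0.42). Klrd1, an NK gene, was at -3.84 (SE 0.76), from 1.25 to 0.118 CPM. Car1, the 1 erythroid marker called, was at 3.72 (SE 1.26) and Ly6c2, the 1 monocyte marker called, at -0.99 (SE 0.16). Stat2, Ddx58 and Herc6, further interferon list members called lower, were at -0.85 (SE 0.20), -0.94 (SE 0.29) and -1.03 (SE 0.34).

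Interferon-stimulated genes were lower in the CL097 library of every pair, with list medians of -0.49, -0.25 and -0.66 for numbers 1, 2 and 3, and 23 of 34 members lower in all 3 pairs against 5 higher; the list did not pass a test (adjusted p = 0.827 with an estimated correlation, 0.663 with the block, 0.356 in fry), and 5 members were called. The authors' quantile normalization acts on genes by their level, so it would move genes of equal level alike. In 10000 random lists matched on mean expression the median of their medians was 0.03, and the middle 95% ran from -0.29 to 0.35. Only 0.05% had a median as low as -0.55. Genes of matched level thus did not fall as a set, which argues against normalization by level. Members of the interferon list move together (estimated correlation 0.75), which random lists need not do. The shares of random lists are therefore not p-values. With 1 library left out the list median ran from -0.72 to -0.24, and the share of random lists as low was at most 4.78%, close to the limit of 5%. With number 1, 2 or 3 left out of both conditions the median was -0.47, -0.57 and -0.41. The share of random lists as low was then 0.14%, 0.04% and 0.39%. Fewer monocytes and macrophages in the CL097 libraries would lower their markers alike; 8 of 18 markers had a 95% interval of the paired change above the list median, but only 4, 6 and 3 did with number 1, 2 or 3 left out, against the 6 that the test asked for, so this stays open. A loss of ongoing interferon signalling during culture with CL097 also stays open as a hypothesis, as does loss of other interferon-responding cells; neither was tested.

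Number 1 lay apart from numbers 2 and 3 in both conditions. An equally higher share of every other cell type in numbers 2 and 3 would lower erythroid and monocyte markers in number 1 alike. This holds only if B cells add nothing to these levels, which was not tested. The median differences of these marker lists were apart by log2 -2.71 (SE 0.28, over genes). Genes of these lists move together (estimated correlation 0.99 for erythroid and 0.90 for monocyte markers). The SE therefore does not measure a spread between numbers. For these reasons the gap does not decide whether every other cell type had an equally higher share. The shift shared by the libraries of a number alters differences between numbers, so the size of the gap before that shift is unknown. Shares that were higher by different amounts were not tested, so the gap does not decide whether some other cell types had a higher share. More RNA of erythroid and myeloid cells in numbers 2 and 3 stays open and was not tested. Lysis of red blood cells and beads against CD11b and Gr-1 would remove most such cells, and Beta-s was at log2 7.47 in unstimulated number 1 and 12.11 and 11.65 in numbers 2 and 3. If the numbers mark mice, a day or preparation of its own for number 1 is confounded with its mouse. No biological difference between the mice was tested.

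Other splits of the 6 libraries into 3 and 3 were run for each count. Of 10 splits, 1, the real one, gave as many genes higher (2837) or lower (2799); the highest other split called 0, among those that part all 3 pairs and among the rest. Every other split holds libraries of both conditions on each side, so an effect of CL097 adds to the spread within its sides and works against calls. For lists, 10 of 10 splits gave as many as the real 0, with 0 as the highest other. A real count of 0 makes that outcome certain, so the list comparison tests nothing. With 10 splits no share under 0.05 can be reached.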
